A study of Mus musculus with 16 samples. Its data were reported in "Harnessing natural variation to identify cis regulators of sex-biased gene expression in a multi-strain mouse liver model" (2021).

How the data were processed

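DNase-seq measures where DNase I, an enzyme that cuts DNA, releases short fragments from nuclei, and a DNase hypersensitive site (DHS) is a stretch of open chromatin where many such fragments start. Nuclei were purified from the livers of male and female mice of the strains C57BL/6J (B6), the laboratory strain on which the mouse reference genome is based, and CAST/EiJ (CAST), an inbred strain derived from wild mice of another subspecies. The mice were 8 weeks old per the labels, nuclei were digested with 32 units of DNase I, and there were 16 libraries, 4 for each of the 4 combinations of sex and strain. Groups were assigned from the library titles.

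The authors mapped uniquely aligned reads with Bowtie2, B6 reads to the mouse assembly mm9 and CAST reads to a version of mm9 into which known CAST variants had been written, and converted the CAST coordinates back to mm9. They merged the 4 libraries of each sex and strain before calling DHS with MACS2, so that 4 pooled lists were deposited and each list is a single measurement without replicate error. For the same reason no replicate could be left out in turn. The authors' methods also describe removal of blacklisted regions and of peaks made of duplicated reads. Both B6 lists nevertheless held 5 peaks on the mitochondrial chromosome. In each list the deposited fold enrichment is the ratio of the summit pileup of the pooled reads to the MACS2 background. The other deposited values per peak are the −log10 p-value and the −log10 q-value of that peak against its list's background, and the distance of the summit from the peak start. These scores are the authors' values for single peaks, made separately in each list, and were used to describe, rank or filter peaks within a list. The weakest peak of any list had a q-value of 0.0500.

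Peaks of the lists compared that overlapped by at least 1 bp were joined into DHS regions, and the shared fraction is the number of regions that hold a peak of both lists as a percentage of all regions in the union. Intervals of 95% for ratios of counts, shared fractions and their differences came from a bootstrap of 5 Mb blocks of the genome (1000 draws). They cover the sampling of genome positions only and not the difference between animals or libraries. The overlap that chance gives came from 1000 circular shifts of 1 list within each chromosome, leaving out its first 3 Mb. Shares of counts carry Wilson 95% intervals, which cover counting error only. Tables of counts were tested with Fisher's exact test, two-sided, which compares these lists and not the populations of animals. For the odds ratio of sex-only regions, a region entered when it was found in a single sex in B6 and in a single sex in CAST, and the odds ratio for strain-only regions exchanged sex and strain. Distances to the nearest transcription start site (TSS) were taken from 75543 start sites of 26225 protein-coding, lincRNA and processed-transcript genes in the GENCODE annotation of mm9. They were the same for all 129472 peaks in bedtools closest (version 2.31.1). A DHS was called promoter-distal when it lay more than 2.5 kb from every TSS. All coordinates are mm9 and count from 1.

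Depth was not stated in the deposited lists, and it was recovered from their values. The study describes DNase-seq metrics per sample in its supplement, which were not used for this. The fold enrichment, with the pseudocount of 1 that MACS2 adds to pileup and background, and the p-value together fix the summit pileup and the local background. The recovered pileups lay within 0.02 of a whole number for 99.9% of peaks in the male B6 list, the lowest share of the 4 lists, and many peaks of each list shared a single background value, taken as the genome-wide background. It was 15.4 reads for male B6, 13.9 for female B6, 14.3 for male CAST and 7.94 for female CAST, in units of overlapping fragments at a position.

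The alternatives chosen before the data were examined were an overlap of at least 50% of both peaks, a stricter threshold (the median −log10 q of the peaks of all lists pooled, 15.7), lists of equal size (the 24888 highest-scoring peaks of each), autosomes only, base pairs in place of peaks, peaks within 500 bp joined, and a promoter limit of 1 kb. Those chosen afterwards were lists of equal size ranked by fold enrichment, depth-matched lists, depth- and enrichment-matched lists, and every alternative for the difference between the strain and the sex comparison. For depth-matched lists, summit pileups were thinned by binomial draws to the lowest genome-wide background and peaks were kept at a −log10 p of at least 3.56. For depth- and enrichment-matched lists, the excess of each pileup over its background was also scaled to the list with the lowest median excess at regions found in all 4 lists. Joining, counting and matching were tested on simulated data. The pileup was recovered for 100% of 19359 simulated peaks, the shared fraction and the counts by class were exact for 20000 simulated regions, and, for 60000 simulated regions with a count ratio of 1.68 made by depth and enrichment alone, matching on both returned 1.01 and matching on depth alone 1.49. For a simulated ratio of 1.23 made by depth alone, matching on depth returned 0.977 and matching on both returned 0.977, where the true ratio was 1.

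Regions named in the text follow a rule set before the data were examined. From each class of regions found in both lists of 1 sex and neither of the other, or both lists of 1 strain and neither of the other, these are the 3 autosomal regions with the highest value of the lower of their percentile ranks by −log10 q, and in addition the highest-scoring peak of each list. The DHS within 20 kb of a TSS of 12 genes that the study used as examples were also described. The 5 female-only regions on the X chromosome, the Y-linked promoters, the mitochondrial matches and the runs of strain-only regions were chosen after their values were seen. Sequence matches were searched with blastn (version 2.17.0) in mm9. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Single libraries, RNA-seq and histone data were not used here.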

Results

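Open chromatin was mapped by DNase-seq in liver nuclei of male and female B6 and CAST mice, to identify regulatory elements that differ between the sexes, between the strains, or in both. The 16 libraries fell into 4 groups of 4, and each group was represented by a single DHS list called on its pooled libraries. There was therefore 1 list per group, no spread between replicates could be computed, and every comparison below is between lists. The male lists held 38751 DHS in B6 and 39562 DHS in CAST. The female lists held 26271 DHS in B6 and 24888 DHS in CAST. The median DHS width was 596 bp in male B6, 554 bp in female B6, 589 bp in male CAST and 531 bp in female CAST, and the lists covered 25.4, 15.9, 25.7 and 14.4 Mb of the genome, in the same order. The median −log10 q was 18.1 in male B6, 12.4 in female B6, 19.8 in male CAST and 12.9 in female CAST. The genome-wide background, which follows read depth, was 1.10 times as high in the male as in the female list in B6 and 1.79 times as high in CAST. The female CAST list was the shallowest of the 4, with a background of 7.94 reads and a median summit pileup of 47 reads, compared with 61.0 in female B6, 79.0 in male B6 and 78.0 in male CAST.

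Peaks on the sex chromosomes were compared with the sex given in the labels. The male B6 list held 53 peaks on the Y chromosome and the female B6 list held 15. The promoters of the Y-linked genes Kdm5d (Y, 233982 to 234520), Eif2s3y (Y, 346507 to 347256), Uty (Y, 581955 to 582514) and Ddx3y (Y, 622346 to 623106) were DHS in male B6, with −log10 q of 27.1, 215, 18.4 and 20.3, and in no other list. The 11 Y regions with a female B6 peak were all also in the male B6 list. Neither CAST list held a peak on the Y chromosome or on the mitochondrial chromosome, so the Y gave no information on sex in CAST. A region in overlapping exons of Xist and Tsix (X, 100676773 to 100677545) was a DHS in both female lists, with −log10 q of 5.04 in B6 and 8.00 in CAST, and in neither male list.

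The numbers of DHS were compared between the sexes within each strain. The male to female ratio of DHS counts was 1.48 in B6 (95% interval 1.46 to 1.49) and 1.59 in CAST (1.57 to 1.60). The alternative that moved it most in B6 was matching depth and enrichment between lists, which gave 0.996. In CAST the same alternative gave 1.05. The union of the male and female lists held 40820 regions in B6, of which 23719 were found in both sexes. This was a shared fraction of 58.1% (57.5 to 58.7). In CAST, 22860 of 41145 regions were found in both sexes, or 55.6% (55.0 to 56.1). Circular shifts gave a mean overlap of 0.811% in B6 and 0.772% in CAST, with a highest value of 0.992% and 0.934%, so that the observed fractions lay above all 1000 shifts. The shared fraction in B6 moved most with lists of equal size, to 72.4%. The female lists were mostly contained in the male lists. Of the female regions, 91.8% in B6 (Wilson 91.4 to 92.1) and 93.4% in CAST (93.1 to 93.7) were also in the male list. Of the male regions, 61.3% (60.8 to 61.8) and 57.8% (57.4 to 58.3) were also in the female list.

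The strains were then compared within each sex. In males, 29126 of 48599 regions were found in both strains, a shared fraction of 59.9% (59.3 to 60.6). In females, 18707 of 32164 regions were shared, or 58.2% (57.4 to 58.8). The shifts gave at most 1.22% in males and 1.23% in females. In males 75.8% of B6 regions were in the CAST list and 74.1% of CAST regions were in the B6 list. The corresponding shares in females were 71.5% and 75.7%. The mean shared fraction was 2.21 points higher between strains than between sexes (95% interval 1.77 to 2.64). The alternative that moved it most was the stricter threshold, which gave 15.8 points (15.2 to 16.4). The sign of the difference depended on the setting. With lists of equal size it was −8.31 points (−8.75 to −7.85), and with depth and enrichment matched it was −6.80 points (−7.19 to −6.37). The lists as deposited therefore gave no ranking of sex against strain that held under each alternative.

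**Figure D1:**
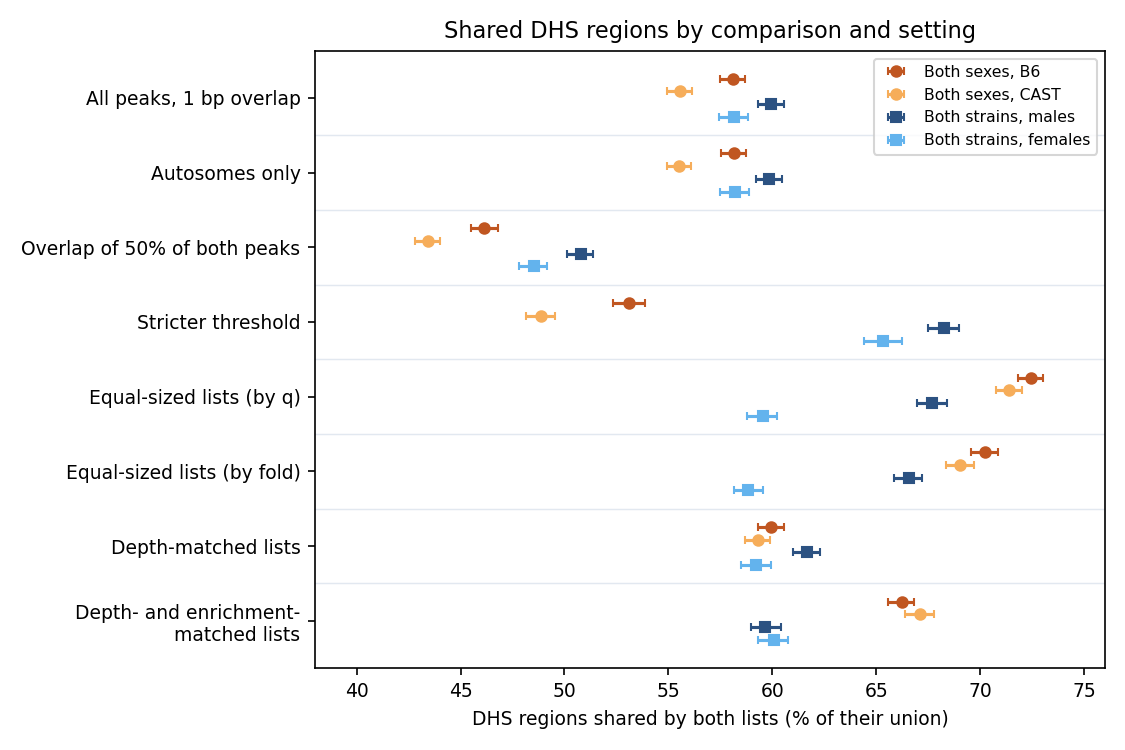
DHS regions found in both lists of a comparison, as a percentage of their union (horizontal axis), for each setting (vertical axis). Circles are comparisons of the sexes, squares are comparisons of the strains, and bars are 95% bootstrap intervals, and the sex comparisons lie at 72.4% and 71.4% with lists of equal size, above both strain comparisons.

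Joining all 4 lists gave 51482 regions. Of these, 18309 (35.6%) were found in all 4 lists and 18102 (35.2%) in a single list. There were 4830 regions in both male lists and no female list, 32 in both female lists and no male list, 1708 in both B6 lists and no CAST list, and 1862 in both CAST lists and no B6 list.

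**Figure D2:**
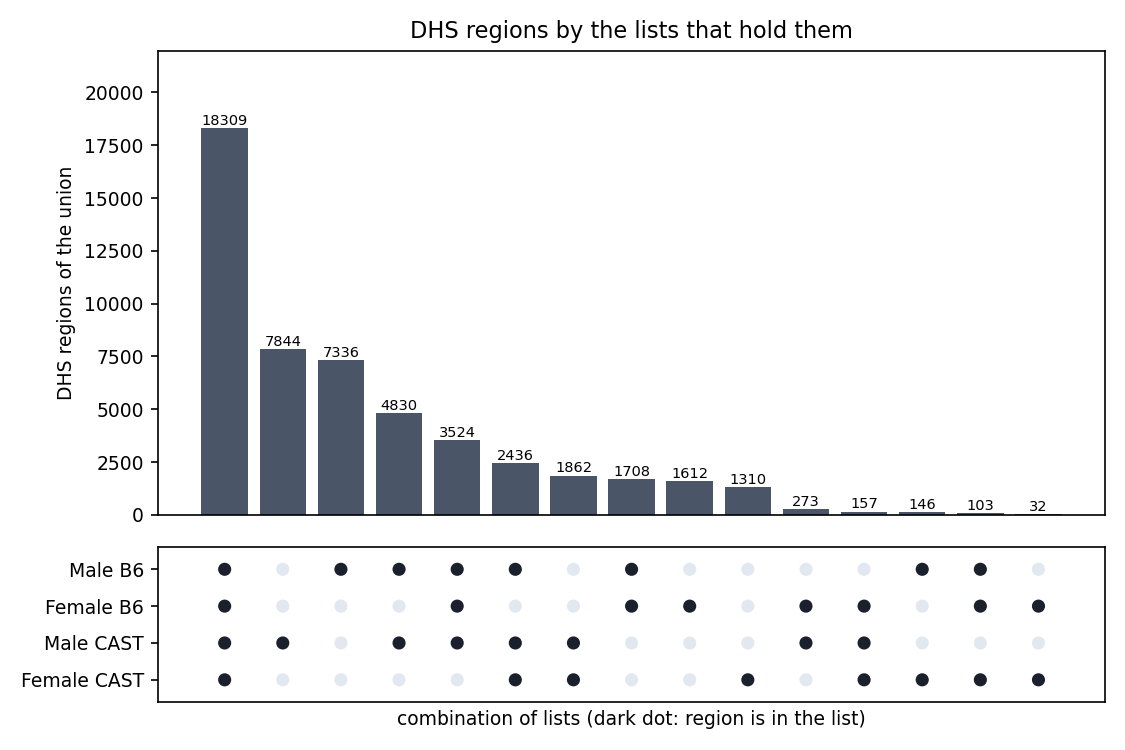
Number of DHS regions of the union (vertical axis, in regions) held by each combination of the 4 lists, which dark dots under a bar mark. The tallest bar is the 18309 regions found in all 4 lists, and the shortest is the 32 regions found in both female lists only.

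Whether a sex difference in 1 strain had the same direction in the other was asked of the 5281 regions found in a single sex in both strains. In 4862 of them, or 92.1% (Wilson 91.3 to 92.8), the sex was the same. Since most sex-only regions were male-only in both strains, a share of 91.2% followed from the numbers of male-only and female-only regions alone. The odds ratio that the sex was the same was 3.88 (bootstrap 2.57 to 5.48, Fisher's exact test, p = 4.7e-09). With lists of equal size, 802 regions were male-only and 334 female-only in both strains, 68.0% of 1671 regions had the same sex where 53.9% followed from the numbers alone, and the odds ratio was 3.75. The value farthest from the main value was 114 under the stricter threshold, resting on 4 regions that were female-only in both strains, with a bootstrap interval of 0 to 516 that includes 1. For the strains, 3570 of 3989 regions found in a single strain in both sexes, or 89.5% (88.5 to 90.4), were of the same strain in males and females, where 50.0% followed from the numbers alone. The odds ratio was 79.8 (bootstrap 65.2 to 99.5) and lay between 21.5 and 1202 under the alternatives. The regions of unlike sex and those of unlike strain were the same 146 and 273 regions. The odds ratios for sex and strain are therefore not independent.

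Regions of a single list or a single class were weak relative to the rest of their list. In male B6, regions shared with female B6 had a median −log10 q of 40.0 and regions absent from female B6 had 6.42. In female B6 the medians were 14.4 for shared and 3.39 for female-only regions. The corresponding medians in CAST were 47.6 and 6.89 in males, and 14.5 and 3.26 in females. Of the regions in female B6 but not in male B6, 0.579% scored above the median of the list, against 55.1% of those in both lists. In CAST these shares were 0.566% and 54.2%. By number of lists, the median percentile of a region in the male B6 list rose from 15.4 for regions in that list alone to 75.2 for regions in all 4 lists.

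The highest-ranked regions of each class were located. The male-only regions were an intergenic region 22329 bp from the TSS of H2-M10.4 (chromosome 17, 36621608 to 36621904), with −log10 q of 434 in B6 and 195 in CAST, an intergenic region 50274 bp from that of St3gal1 (chromosome 15, 66894050 to 66895091), with 229 and 99.0, and a region in an intron of Mitf (chromosome 6, 97821231 to 97822404), with 90.1 and 112. The female-only regions were weaker. They lay in an intron of Cux2 (chromosome 5, 122450333 to 122450946), with −log10 q of 11.8 in B6 and 16.3 in CAST, in an intron of Adamts2 (chromosome 11, 50463462 to 50463919), with 11.6 and 19.2, and 35011 bp from the TSS of Esrrb (chromosome 12, 87880370 to 87880863), with 5.94 and 5.45. The B6-only regions were an intergenic region nearest to 1300014I06Rik (chromosome 13, 34641929 to 34642874), with −log10 q of 405 in males and 137 in females, a region in an intron of Prkce (chromosome 17, 86863561 to 86864320), with 308 and 109, and an intergenic region nearest to Gm14250 (chromosome 2, 169176840 to 169177661), with 175 and 82.5. The CAST-only regions were an intergenic region nearest to Eea1 (chromosome 10, 95540160 to 95540526), with −log10 q of 5672 in males and 2728 in females, a region in an intron of Myo3a (chromosome 2, 22444001 to 22446015), with 5112 and 2435, and an intergenic region nearest to Tyrp1 (chromosome 4, 79649110 to 79651088), with 3129 and 1594. The sequences of these 3 CAST-only regions matched the mitochondrial chromosome at 97.8% identity over 367 bp, 97.7% over 2016 bp and 93.3% over 1979 bp. The highest-scoring peak of each of the 4 lists was in the same region, in a coding exon of the predicted gene Gm10800 (chromosome 2, 98506409 to 98507468). It had a −log10 q of 90010 in male B6 and 49599 in female CAST, and its sequence had 8 near-identical matches elsewhere in mm9.

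**Figure D3:**
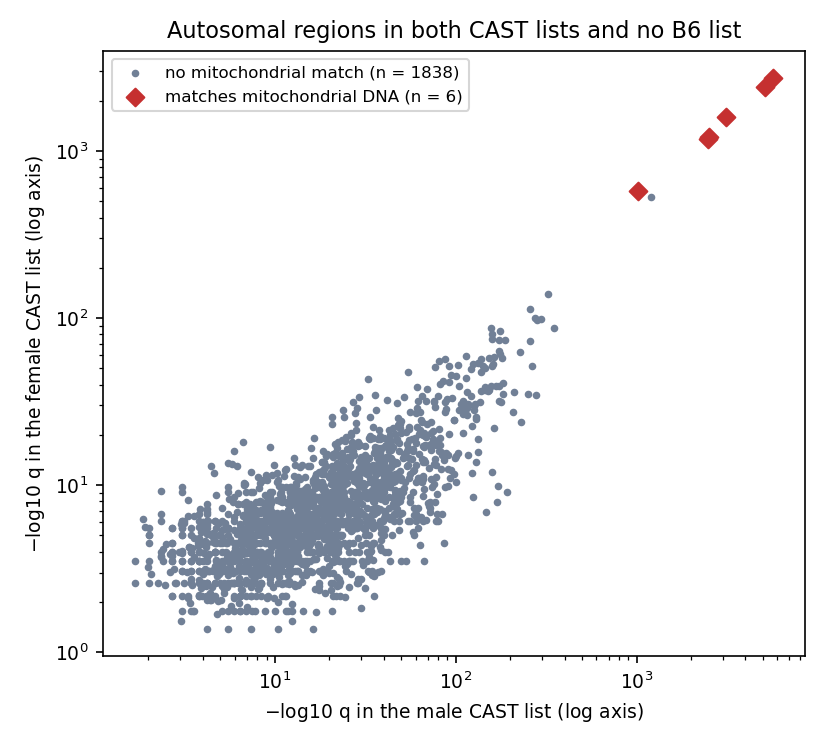
Score of each autosomal region found in both CAST lists and no B6 list, as −log10 q in the male CAST list (horizontal) and the female CAST list (vertical), both on log axes. Red diamonds are the 6 regions that match the mitochondrial chromosome, and they hold scores of 576 or more in females.

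The X chromosome was compared between the sexes because females carry a second copy. In B6, 1.79% of female and 1.51% of male DHS lay on the X, an odds ratio of 1.18 against the autosomes (Fisher's exact test, p = 0.0079). In CAST the shares were 1.69% and 1.49%, with an odds ratio of 1.13 (exact p = 0.051). The alternative that moved these values most was the stricter threshold, which gave 0.749 in B6 (exact p = 0.0027) and 0.895 in CAST (exact p = 0.27), both on the other side of 1. Lists of equal size ranked by fold enrichment also gave values under 1, 0.943 in B6 and 0.943 in CAST, and lists of equal size ranked by −log10 q gave 0.994 in B6. Of the 32 female-only regions of both strains, 5 lay on the X, and 3 of these were in the lincRNA gene 6720401G13Rik (X, 47908921 to 47988498). They were a region in an intron (47952776 to 47953554), with −log10 q of 1.95 in B6 and 41.8 in CAST, a region over an exon (47972949 to 47974549), with 22.5 and 19.9, and a region in an intron (47976233 to 47976597), with 22.6 and 36.4. The other regions lay at Dlg3 (97991788 to 97992188) and at Xist and Tsix.

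**Figure D4:**
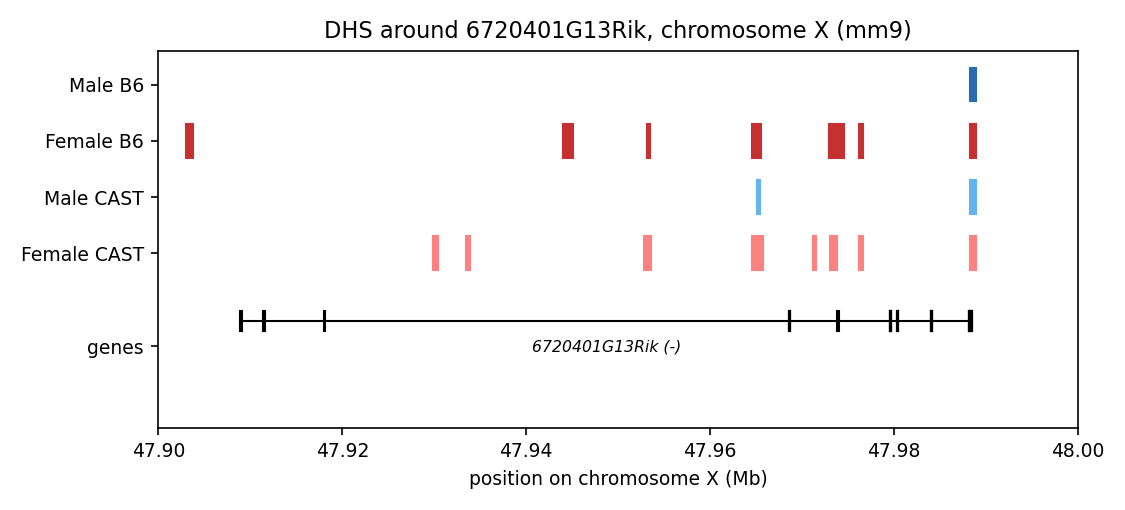
DHS of each of the 4 lists (coloured boxes) between 47.90 and 48.00 Mb of the X chromosome (mm9, horizontal axis in Mb), with the exons of 6720401G13Rik as black boxes. The female B6 list has 7 DHS here and the female CAST list 8, against 1 in male B6 and 2 in male CAST.

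The position of DHS relative to genes was compared between lists. Promoter-distal DHS made up 61.7% (Wilson 61.2 to 62.2) of the male B6 list, 53.5% (52.9 to 54.1) of the female B6 list, 62.9% (62.4 to 63.3) of the male CAST list and 54.3% (53.6 to 54.9) of the female CAST list. The male shares were the higher ones in both strains. These shares were not computed with lists of equal size or with depth and enrichment matched. An effect of the unequal lists on this order therefore stays open. The stricter threshold moved the shares most, to 38.6% in female B6. Regions in all 4 lists were promoter-distal in 45.3% of cases (44.6 to 46.0) and regions in 1 list in 82.0% (81.4 to 82.5).

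The DHS within 20 kb of a TSS were examined for 12 genes that the study used as examples. At C6 (chromosome 15, 4677175 to 4765456) there were 3 DHS in male B6, 0 in female B6, 4 in male CAST and 1 in female CAST. The region over its UTR exon (4676783 to 4677880) had a −log10 q of 69.0 in male B6, 91.8 in male CAST and 3.52 in female CAST. At Nt5e (chromosome 9, 88222447 to 88266927) there were 4 DHS in male B6, 2 in female B6 and 3 in each CAST list. A region over its UTR exon (88222219 to 88222978) was in all 4 lists, with a −log10 q of 11.4 in male B6, 40.4 in female B6, 25.4 in male CAST and 53.7 in female CAST, and a region in an intron (88223410 to 88224026) was in both male lists, with 4.42 in B6 and 8.86 in CAST, and in no female list. At Cux2 (chromosome 5, 122308396 to 122500111), female B6 had 6 DHS and male B6 had 3, and female CAST had 7 and male CAST 6. At Nudt7, female CAST had 2 of the 5 DHS of male CAST, and B6 had 4 in each sex. At Rassf3, male B6 had 6 DHS and female B6 had 2, and male CAST had 5 and female CAST 3. Moxd1 had 3 DHS in male CAST, 1 in female CAST and 0 in either B6 list. Slc16a5 had 5 DHS in each male list and 4 in each female list. Bmper had 1 DHS in male B6, 1 in male CAST, 2 in female CAST and 0 in female B6. At Rsph4a there were 2 DHS in male CAST, 1 in each B6 list and 0 in female CAST. At Cspg5 and Ptger3 there were 0 DHS in every list. The study described the elements at Cspg5 and Ptger3 by histone marks, which were not used here. The largest strain difference among the 12 genes was at Sult3a1 (chromosome 10, 33583741 to 33599322). It had 8 regions in male CAST, 8 in female CAST, 1 in female B6 and 0 in male B6. Of these, 5 were in both CAST lists and no B6 list, and the strongest of the 5 (33570389 to 33570983, upstream of the gene) had a −log10 q of 102 in males and 52.6 in females.

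**Figure D5:**
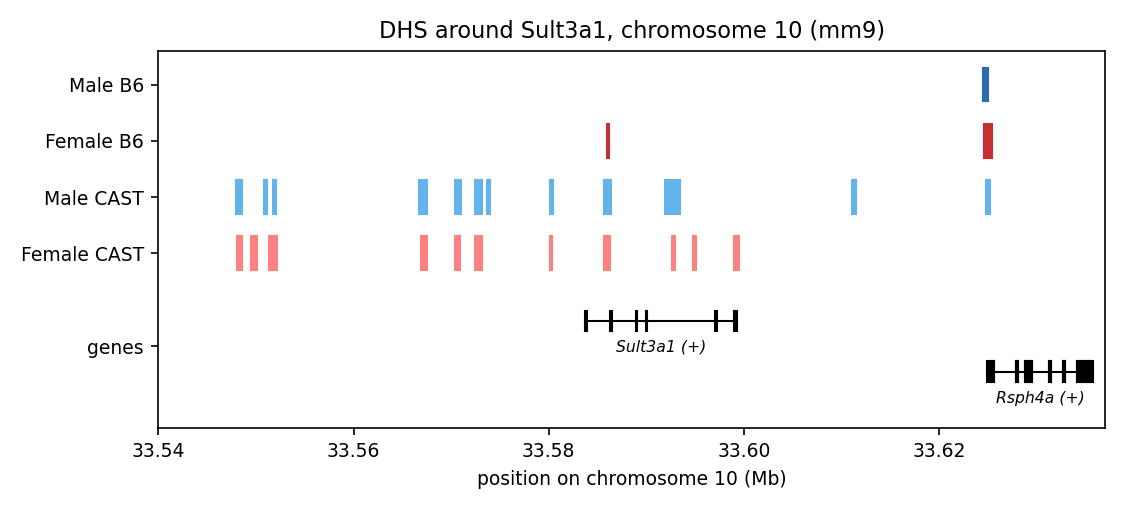
DHS of each of the 4 lists (coloured boxes) on chromosome 10 between 33.54 and 33.64 Mb (mm9, horizontal axis in Mb), with exons of Sult3a1 and Rsph4a as black boxes. The male CAST list has 13 DHS here and the female CAST list 11, against 1 in male B6 and 2 in female B6.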

Values the study reported

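The study reported about 1,000 robust sex-biased DHS in the liver of each strain, called by a differential test on single libraries. In each strain, more of these were female-biased than male-biased. It stated that 92 sex-biased DHS were common to B6 and CAST, and that the direction of the sex bias was the same in 89 of these 92, or 97%. The study placed about 80% of its regulatory elements, DHS and histone-marked regions together, farther than 2.5 kb from promoters.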

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

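The tests with depth and enrichment matched together, and the depth test of the strain-shared fraction, were chosen after the results of depth matching alone were seen. The 3 differences below were each tested with a bootstrap of genome blocks, which covers genome sampling and not the difference between animals. Matching on enrichment sets to a common level the excess of summit pileups over background at regions found in all 4 lists, and it removes a technical and a biological difference alike.

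The male to female ratio of DHS counts differed between the strains, being 1.08 times as high in CAST as in B6 (95% interval 1.07 to 1.09). The female CAST list was the shallowest, and with depth matched the CAST ratio was 0.996 times the B6 ratio (0.994 to 1.002 over 10 further draws). In simulated lists with a true ratio of 1 that differed in depth alone, depth matching gave a ratio of 0.977. This error was smaller than the difference of 1.08 times between the strains. With depth and enrichment matched, most of the difference returned, since the CAST ratio was 1.06 times the B6 ratio (1.05 to 1.06 over 10 further draws). Read depth and a strain difference in the ratio cannot be told apart, because these settings give different answers and each group has a single pooled list.

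The sex-shared fraction was lower in CAST than in B6, by −2.55 points (−3.12 to −1.93). With depth matched, the difference was −0.624 points (−1.21 to −0.0068). That draw lay outside the range of 10 further draws, −0.882 to −0.661, all of which were below 0. Whether read depth is the whole cause cannot be told, because the error of depth matching was not measured for a shared fraction. With depth and enrichment matched, the difference was 0.878 points (0.189 to 1.63), with CAST no longer below B6. Unequal enrichment of the pooled lists is a candidate explanation, and whether it arose in library preparation or in the livers was not tested.

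The strain-shared fraction was lower in females than in males, by −1.77 points (−2.38 to −1.14). With depth matched the difference did not shrink and was −2.44 points (−3.01 to −1.85) in a single draw. This argues against read depth as the cause only if the error of depth matching is smaller than that difference. The error was not measured for a shared fraction. With depth and enrichment matched the difference was 0.431 points (−0.217 to 1.10), so unequal enrichment of the lists is a candidate explanation. Other settings widened the gap. The fractions in females and males were 59.5% and 67.7% with lists of equal size. They were 58.9% and 66.6% with such lists ranked by fold enrichment, and 65.3% and 68.3% under the stricter threshold. A sex difference in how far the strains diverge stays open and was not tested.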

How the results depend on the processing

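The odds ratios that a region has the same sex, or the same strain, in both comparisons stayed above 1 and past the 0.05 threshold of Fisher's exact test under each alternative tried, from 2.68 to 114 for sex and from 21.5 to 1202 for strain. The value of 114, under the stricter threshold, rests on 4 regions that were female-only in both strains, and its bootstrap interval of 0 to 516 includes 1. No paired analysis was possible because each list pools 4 libraries and its columns carry no replicate number. For the same reason no replicate was left out in turn. Lists ranked by fold enrichment, depth-matched lists, lists matched on depth and enrichment, and the alternatives for the difference between strain and sex comparisons were chosen after seeing the data.

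Shared fractions are given in the order sexes in B6, sexes in CAST, strains in males and strains in females. They were 53.1%, 48.9%, 68.3% and 65.3% under the stricter threshold, 72.4%, 71.4%, 67.7% and 59.5% with lists of equal size, 70.2%, 69.0%, 66.6% and 58.9% with lists of equal size ranked by fold enrichment, and 59.9%, 59.3%, 61.7% and 59.2% with depth matched. An overlap of at least 50% of both peaks gave 46.1%, 43.4%, 50.8% and 48.5%, lower by construction. With depth and enrichment matched, the fractions were 66.2% and 67.1% between sexes and 60.1% between strains in females, and the fraction in males stayed within its counting interval. Apart from the overlap rule, the cause was not tested. The difference between strain and sex comparisons changed sign with lists of equal size (−8.31 points), with such lists ranked by fold enrichment (−6.93) and with depth and enrichment matched (−6.80). It was 15.8 points (15.2 to 16.4) under the stricter threshold, the farthest from the main value of 2.21, and 4.87 with the overlap of 50%, 2.196 on autosomes and 0.829 with depth matched.

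The male to female ratio of counts was 1.86 in B6 and 2.03 in CAST under the stricter threshold, 1.60 and 1.78 in base pairs covered, and 0.996 and 1.05 with depth and enrichment matched. In CAST it was 1.45 with depth matched. Male peaks were wider, which raises the ratio in base pairs, and for the others the cause was not tested.

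The odds ratio for the X chromosome fell below 1 under the stricter threshold (0.749 in B6, 0.895 in CAST), with lists of equal size in B6 (0.994), and with lists ranked by fold enrichment (0.943 in B6, 0.943 in CAST). In B6 it was 1.12 with depth matched and 1.04 with depth and enrichment matched, no longer past the threshold. The cause was not tested.

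Promoter-distal shares, in the order male B6, female B6, male CAST and female CAST, were 67.2%, 58.4%, 68.4% and 59.5% with a limit of 1 kb, higher by construction, and 50.2%, 38.6%, 52.8% and 42.2% under the stricter threshold, for which the cause was not tested. The remaining 31 values, among them every value on autosomes alone, kept their direction and side of the threshold or stayed within their counting interval. The depth of the female CAST list, with a background of 7.94 reads, limits the weak regions that can be called shared with it.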

Other observations

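The tests with enrichment matched and their limit for a ratio near 1, the tests of score for female-only X regions and the criterion for copies of the top regions were chosen after results had been seen.

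Both male lists held more DHS than the female lists. With depth matched the male to female ratio was 1.46 in B6 and 1.45 in CAST (1.453 to 1.463 and 1.452 to 1.456 over 10 further draws), which argues against lower read depth as the cause. At regions shared by the sexes, the summit signal relative to background, with lists normalised separately, was lower in females, with a median log2 ratio of −0.74 on autosomes in B6 and −0.48 in CAST, and only 4.03% and 10.4% of regions lay above 0. With depth and enrichment matched the ratio of counts was 0.996 in B6 and 1.05 in CAST, where a ratio within 0.1 of 1 was taken as near 1. Lower enrichment in the pooled female libraries is a candidate explanation. A technical difference in digestion or nuclei and a genome-wide sex difference in open chromatin both stay open.

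Lists of different strains shared more than lists of different sexes as deposited. With lists of equal size the difference was −8.31 points, and with depth and enrichment matched it was −6.80 points, so unequal list sizes and unequal enrichment are candidate explanations for the order seen in the deposited lists.

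Of the 10 highest-scoring CAST-only regions, 6 matched the mitochondrial chromosome at 90% identity or more over at least 100 bp, and these were all the matches among 1844 autosomal CAST-only regions. There were 0 matches among 1671 B6-only regions (Fisher's exact test, p = 0.032) and 0 among 17999 regions in all 4 lists. The matches were chosen after their values were seen, so this p-value only describes them. Among all 48811 autosomal regions outside the CAST-only class, 2 matched. Both were in the male CAST list alone, with −log10 q of 13.8 and 88.5. The 6 CAST-only matches included 3428 bp on chromosome 1 (24618431 to 24621858) at 99.9% identity. The B6 lists held 5 mitochondrial peaks each and the CAST lists 0. Whether the CAST mapping and conversion kept the mitochondrial chromosome cannot be told from the lists. Mitochondrial reads placed on nuclear copies of mitochondrial DNA are a candidate explanation for these 6 regions, and not for the other CAST-only regions.

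Strain-only regions lay next to each other more often than chance placement gives. The next region along the chromosome was of the same class for 9.39% of them, against a mean of 3.47% and a highest value of 4.58% in 1000 permutations, so chance placement was excluded. The longest runs held 5 regions, at Pde7b in B6 (chromosome 10, 20350044 to 20496304) and at Gm7112 (chromosome 12, 115210554 to 115292032) and Got2 (chromosome 8, 98575664 to 98675952) in CAST. Male-only regions exceeded their permuted maximum by less, 11.3% against 10.7%. Strain differences in sequence or copy number may contribute and were not tested.

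Of the 32 female-only regions, 5 lay on the X chromosome. Were every X region doubled by 2 X chromosomes, the log2 female to male signal of shared X regions would exceed autosomes by about 1. In B6 the excess was 0.18 (0.12 to 0.23), which excludes such a doubling. The test covers shared X regions as a set, so it cannot say why single X regions were female-only. For weak peaks near the calling threshold, all 5 regions together had a median lower percentile of 20.3, and they were then divided by gene. Of the 3 regions at 6720401G13Rik, 0 lay in the lowest 25% of the female CAST list (percentiles 63.99, 79.9 and 83.0), which excludes weak peaks for them in CAST. In the female B6 list 1 did, the region from 47952776 to 47953554 at percentile 1.296, while the other two were at 67.9 and 68.0, so that in B6 weak peaks stay open for that region. Of the pair at Dlg3 and Xist, 1 lay in the lowest 25% of both lists, and weak peaks and a female-specific signal cannot be told apart from 2 regions. By comparison, the 27 autosomal female-only regions had a median lower percentile of 7.90.

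The female B6 list held 11 regions on the Y chromosome, of which 18.2% (2 regions) matched the X or an autosome at 95% identity or more over at least 100 bp, against 0 of 42 Y regions of the male list alone (Fisher's exact test, p = 0.040). The 11 regions were strong in male B6, with a median −log10 q of 231 there, against 32.0 for the 42 regions of the male list alone. Reads of copies elsewhere, repeats and a small admixture of male material cannot be told apart, since 9 regions had no match, and the promoters of Kdm5d, Eif2s3y, Uty and Ddx3y were DHS in male B6 only.

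Of the 10 regions with the highest scores found in all 4 lists, 7 had a copy elsewhere in mm9 at 95% identity or more over at least 100 bp, against 11 of 200 random regions (Fisher's exact test, p = 1.0e-06). With copies required to cover at least 50% of the region, the criterion used at the start, the counts were 2 and 0. Reads of multicopy sequence collapsed on 1 copy in the assembly are a candidate explanation for these scores, and no biological explanation was tested.

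A failed conversion of CAST coordinates to mm9 would lose overlap toward chromosome ends. The strain-shared fraction in males was higher by 0.683 points (−1.22 to 2.44) in the last than in the first 25% of the autosomes. Shared summits lay a median of 43 bp apart between strains in males and 45 bp between sexes in B6. These values argue against such a failure in the male CAST list. The summit distances cover only regions that already overlapped, and the female CAST list was not tested. Strain differences in open chromatin stay among the open explanations for the unshared regions.

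The regions found in a single sex in B6 and in a single sex in CAST numbered 5281. This is more than the sex-biased DHS that the study found in both strains, which came from a differential test on single libraries and not from presence in pooled lists. The direction also differed. Most of the regions here were male-only, while the study called more female-biased than male-biased DHS in each strain. The size of the male excess here depended on the unequal lists. As deposited, 4830 regions were male-only and 32 female-only in both strains, against 802 and 334 with lists of equal size. With depth and enrichment matched the numbers were 868 and 485.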
